# Fusarium oxysporum f.sp. radicis-lycopersici induces distinct transcriptome reprogramming in resistant and susceptible isogenic tomato lines

**DOI:** 10.1186/s12870-016-0740-5

**Published:** 2016-02-27

**Authors:** Daniele Manzo, Francesca Ferriello, Gerardo Puopolo, Astolfo Zoina, Daniela D’Esposito, Luca Tardella, Alberto Ferrarini, Maria Raffaella Ercolano

**Keywords:** *Solanum lycopersicum*, FORL resistance, Necrotrophic pathogen, Transcriptomic, Callose deposition, Dehydration-induced protein, Oxidative burst, Necrosis reaction

## Abstract

**Background:**

*Fusarium oxysporum f.sp. radicis-lycopersici* (FORL) is one of the most destructive necrotrophic pathogens affecting tomato crops, causing considerable field and greenhouse yield losses. Despite such major economic impact, little is known about the molecular mechanisms regulating *Fusarium oxysporum f.sp. radicis-lycopersici* resistance in tomato.

**Results:**

A transcriptomic experiment was carried out in order to investigate the main mechanisms of FORL response in resistant and susceptible isogenic tomato lines. Microarray analysis at 15 DPI (days post inoculum) revealed a distinct gene expression pattern between the two genotypes in the *inoculated vs non-inoculated* conditions. A model of plant response both for compatible and incompatible reactions was proposed. In particular, in the incompatible interaction an activation of defense genes related to secondary metabolite production and tryptophan metabolism was observed. Moreover, maintenance of the cell osmotic potential after the FORL challenging was mediated by a dehydration-induced protein. As for the compatible interaction, activation of an oxidative burst mediated by peroxidases and a cytochrome monooxygenase induced cell degeneration and necrosis.

**Conclusions:**

Our work allowed comprehensive understanding of the molecular basis of the tomato-FORL interaction. The result obtained emphasizes a different transcriptional reaction between the resistant and the susceptible genotype to the FORL challenge. Our findings could lead to the improvement in disease control strategies.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-016-0740-5) contains supplementary material, which is available to authorized users.

## Background

*Fusarium oxysporum* f.sp. *radicis-lycopersici* (FORL) is a necrotrophic pathogen, causal agent of tomato crown and root rot, a disease of worldwide economic importance in commercial tomato. The disease results in severe losses in the greenhouse, field crops and hydroponic cultures [1]. Although various methods have been employed to control this pathogen, the use of resistant cultivars is the most acceptable and economic system of control [2]. In tomato the *Frl* gene, which confers partial resistance to FORL, was mapped on the long arm of chromosome 9 in linkage drag with the *Tm-2* locus [3]. To date, little information on genes involved in resistance to FORL has been released [4]. Genomic-based approaches have proved to be very useful to identify genes involved in plant-pathogen interactions [5]. In wheat, a microarray-based approach revealed a distinctive transcriptome pattern for each plant organ (glume, lemma, palea, anther, ovary and rachis) in response to *F. graminearum* infection [6]. Transcriptome analysis also proved very useful in identifying genes involved in *Fusarium* head blight (FHB) resistance in a Chinese wheat landrace [7]. Transcriptome profiling of watermelon during its incompatible interactions with *F. oxysporum* f.sp. *niveum* (FON) showed that transporter proteins might contribute to the development of wilt symptoms [8]. Increased expression of defense-related genes were also observed in tomato plants infected by *F. oxysporum* f.sp. *lycopersici* [9].

Beyond plant-microbe interactions, transcriptomic approaches have been widely used in discovering pathogen colonization habits. For this purpose, Carapito and colleagues [10] reported a genome-wide transcriptomic analysis of *F. graminearum*, providing new insights of the biology of this pathogen in the presence of different polysaccharide sources. An NGS (Next Generation Sequencing) approach helped to understand the molecular underpinning of pathogenicity in *F. oxysporum* f.sp. *cubense* (FOC), a causal agent of banana vascular wilt disease [11]. Indeed, transcriptome analysis was very useful in revealing the pattern of pathogen activities and molecular repertoires available for defense responses, allowing dissection of the molecular basis of plant-pathogen interaction.

Despite the importance of the disease caused by FORL, little is known about tomato genome reprogramming during the onset of the disease. More detailed knowledge on the interaction between tomato and this soil-borne fungus could lead to the discovery of more efficient ways to control the disease. The aim of the present study was to investigate transcriptional changes in resistant (*Momor*) and susceptible (*Monalbo*) isogenic tomato lines after infection by FORL and to compare results between compatible and incompatible interactions. Moreover, in order to shed more light on this kind of interaction we attempted to produce a model of plant response during both compatible and incompatible reactions based on the study of interconnected pathways evidenced in our study.

## Methods

### Plants and the fungal strain used in the experiments

The susceptible tomato (*Solanum lycopersicum*) variety *Marmande* was used for initial pathogenicity tests; tomato isogenic varieties *Monalbo* and *Momor*, that have the same *Moneymaker* genetic background except for the *Frl* gene [12], respectively susceptible and resistant to FORL, were used for transcriptional experiments. Tomato varieties, used in our experiments, came from germplasm collection of the Plant Genetics and Biotechnologies section - Department of Agricultural Sciences- University of Naples Federico II. The FORL strain used was For-l F55 NA isolated from a naturally infected tomato plant grown in Battipaglia (Italy) in 2007. The strain For-l F55 NA was routinely maintained in Petri dishes containing Potato Dextrose Agar (PDA; Oxoid) at 24 °C and it was long-term stored at −80 °C in glycerol (20 %).

### Fungal infection assay and plant infection

For-l F55NA fresh conidia were collected from sporulating colonies grown for 14 days on PDA at 24 °C. Petri dishes were flooded with 5 ml of sterile distilled water (SDW) and conidia were scraped using sterile spatulas and transferred in sterile 50 ml tubes. The conidia suspensions of For-l F55NA were then adjusted to a final concentration of 1 × 10^6^conidia/mL by counting with a hemocytometer under a light microscope. *Marmande* plantlets were first grown in sterile peat until the first-leaf stage, then uprooted and dipped for 30 min in a 1 × 10^6^ conidia/ml suspension. Inoculated plantlets were then transferred into sterile sand pots and grown in a greenhouse for 21 days. Plantlets were visually evaluated after 21 days, assessing symptoms according to the following disease index scale: 0) no symptoms; 1) moderate brown lesions on secondary roots and taproot; 2) severe rot on taproot and plant crown; 3) dead or almost dead plantlets. *Monalbo* and *Momor* seedlings were grown in sterile peat until the third-leaf stage, then removed from pots containing peat, and roots were gently washed in order to remove peat debris. Plantlets were then inoculated with For-l F55NA by dipping roots in conidia suspension for 30 min. Plants dipped for 30 min in distilled water were used as controls. Subsequently, the plantlets were transferred to pots containing sterile sand and placed in a growth chamber (22 °C/14 h light, 16 °C/10 h dark). A volume of 5 ml of Hoagland solution [13] was supplied daily to the plantlets during the trials. Two weeks after treatment, plantlets were taken from the pot and the occurrence of tomato crown and root rot were visually scored at 10, 15 and 21 days post-inoculum (DPI), according to the above-mentioned disease index scale. To further confirm the inoculation by For-l F55 NA strain, the fungus was re-isolated from all the tissues of the infected plantlets that showed a disease index scale higher than 1. Tomato plantlets were uprooted and washed under running water; then stem sections were put on Potato Dextrose Agar plates for in vitro growth.

### Sample collection and mRNA isolation

Infected and uninfected root samples of *Momor* and *Monalbo* genotypes were collected at 0 DPI, 7 DPI, 15 DPI and 21 DPI in order to analyze gene expression changes after fungal treatment. For each treatment, 30 plants were employed and all samples were collected in three independently repeated experiments. Roots were removed from plantlets, weighed and immediately frozen in liquid nitrogen and stored at −80 °C. Root total RNA was isolated from the powdered collected samples using the RNeasy Plant Kit (Qiagen) and then treated with DNase I in order to remove any contaminating genomic DNA, following manufacturer’s instructions. RNA integrity was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies).

### Chip design and microarray hybridization

Transcriptome analysis was performed on a 90 K TomatArray1.0 microarray synthesized using the Combimatrix platform [http://www.combimatrix.com] at the Plant Functional Genomics Center of the University of Verona. Microarray analysis was used to investigate tomato gene expression profiles 15 days after infection with FORL, comparing it with the profile of uninfected controls. The chip carried 25,789 non-redundant probes (23,282 unique probes and 2507 probes with more than one target) randomly distributed in triplicate across the array. 

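Of these probes, 25,583 were named after a tentative consensus sequence, with 1 probe for each sequence, and 206 were other probes. The probes were 33 to 41 bases long. 15,737 probes had 3 spots on the array and 10,052 had 4 or more, up to 6, so that 0 probes had fewer than 3. Together they took 89,122 of the 94,928 spots. The array also carried 75 negative control probes, 19 quality control probes and 1617 empty spots. The negative control probes gave the level of nonspecific signal against which each probe was read.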

The source of sequence information included tentative consensus sequences (TCs) derived from the DFCI Tomato Gene IndexRelease 12.0 and expressed sequence tags. Total RNA (2 μg) was amplified to obtain antisense RNA (aRNA) using the SuperScript Indirect RNA Amplification System Kit (Invitrogen). aRNA labeling was performed by incorporating Alexa Fluor 647 Reactive Dye. NanoDrop™ 1000 (Thermo Scientific) was used to check the quantity and quality of both RNA and labeled aRNA of each replica. Two biological replicates were employed for conducting further experiments since few samples of failed control analysis. Labeled aRNA was hybridized to the array according to the manufacturer’s recommendations [http://www.combimatrix.com]. Pre-hybridization, hybridization, washing and imaging were performed according to the manufacture’s protocols. The array was scanned with a Perkin Elmer Scan Array 4000XL (software ScanArray Express Microarray Analysis System v4.0).

### Data analysis

Scanned Combimatrix arrays were analyzed using Bioconductor packages [14]. Arrays were normalized using quantile normalization and expression estimates were compiled by applying the empirical Bayes approach [15]. Differentially expressed probe sets were identified using the R software (R Core Team 2013) and the limma package. Two biological replicates were employed to assess differential expression of each inoculated and non-inoculated genotype to compare the different experimental conditions (inoculated vs non-inoculated) using a linear model for microarray [16]. In our work technical replicates with independently labeled aliquots were up to four for a single RNA sample, non-redundant probes were distributed at least in triplicate across the array and statistical analysis was performed using strictly parameters, avoiding confounding factors. Significance of differential expression analysis was assessed, taking account of the multiple testing setting and controlling the False Discovery Rate (FDR) at FDR = 0.05. All microarray expression data are available at the NCBI’s GEO dataset under the series ID entry GSE71393.

### Annotation gene chip

An in-house pipeline was used to annotate tomato tentative consensus sequences (TCs) used as microarray probes. Tomato genes were identified by mapping TC sequences to the tomato CDS sequence using BlastN (E-value 1e-3). The latest version of the tomato gff3 annotation files was parsed to extract the CDS sequences of gene probes. Blast2GO pipeline (http://blast2go.bioinfo.cipf.es/), with an expectation value threshold of 1e-6 in BlastP analysis, was used to provide automatic high-throughput annotation, gene ontology mapping and categorization of tomato protein identified. Blast2GO was also used for the GO term enrichment analysis based on Fisher’s Exact Test and corrected for multiple testing using an FDR cut-off value of 0.05. The Sol Genomics (www.solgenomics.net) database was useful to find more information on annotated genes, while SolCyc (http://solcyc.solgenomics.net/) was used to obtain detailed information on pathways and biochemical reactions involved in the tomato-FORL interaction. For further reconstructions of pathways involved in the reaction, KEGG database (http://www.genome.jp/kegg/) was interrogated to find enzymes involved in the incompatible and compatible interactions.

### RT qPCR assay

Three qPCR assays were carried out: 1) assay to monitor the activation of reporter genes in *Marmande* at 21 DPI; 2) assay to monitor the FORL disease time-course in *Momor* and *Monalbo* genotypes at 0 DPI, 15 DPI, 21 DPI; 3) assay on *Momor* and *Monalbo* at 0, 7 and 15 DPI to validate microarray results. All qPCR assays were performed according to the Minimum Information for Publication of Quantitative Real-Time PCR Experiments guidelines (MIQE) [17] and are described as follows. All PCR reactions were performed in triplicates using SensiFast SYBR Hi-Rox Kit (Bioline) on Rotor-Gene 6000™ (CorbettResearch, CYBELES, Thailand) according to the manufactures instructions. A total of 1 μg of the extracted mRNA was used to synthesize first-strand cDNA by using SuperScript® III Reverse Transcriptase Kit (Life Technologies) following the manufacturer’s instructions. Reactions were set up in a final volume of 13 μl containing: 4.5 μl (1:20 diluted) cDNA template, 6.25 μl SensiFast SYBR Hi-Rox 2x, 4.28 μM of primer pair mix and water to make up the total volume. For each primer pair a negative no template control was included using autoclaved double distilled water to replace the cDNA. All samples were normalized to *actin* as reference gene [18, 19], and specific primers for the assays were designed using Primer3 (http://primer3.ut.ee/). All primer sequences are displayed in Additional file 1: Table S1 and the final amplified product size was around 100 bp. Amplification conditions were 40 cycles of 95° for 15 s (denaturation) followed by 60° for 1 s and 72° for 20s (annealing and extension). Data analysis was performed with the RotorGene6000™ Software 1.7 using non-inoculated samples as calibrators and the ΔΔCT method (Livak and Schmittgen, 2001) was performed to analyze expression data.

## Results

### Study of the disease time-course

In order to investigate tomato-FORL interaction we performed an experiment to assess disease evolution in the susceptible cultivar *Marmande*. After 10 DPI few brown lesions (disease index scale 0–1) were observed on secondary roots, at 15 DPI more pronounced rot on taproots and plant crown were evidenced (disease index scale 1–2) and at 21 DPI severe rot on taproot and plant crown (disease index scale 2–3) were visible. A Real-time quantitative polymerase chain reaction (qPCR) of genes playing a key role in pathogen response such as Phenylalanine ammonia-lyase (PAL), Catalase, Receptor-like protein kinase (RLK) 4 Serine/Threonine and Beta-glucosidase was performed in order to monitor the FORL response induced in infected and non-infected *Marmande* root samples (Additional file 2: Figure S1). Such genes were chosen because their expression provide indirect evidence of defense response activation against environmental stress stimuli [20, 21]. PAL, Beta-glucosidase and RLK4 Serine/Threonine genes were up-regulated in the infected samples, while the Catalase gene was down-regulated. These results confirmed a differential response between infected and non-infected samples. Subsequently, Catalase and Beta-glucosidase were assessed in the two isogenic genotypes for resistance to FORL (*Momor* and *Monalbo*) at 0 DPI, 15 DPI, 21 DPI (data not shown). In the resistant genotype *Momor*, the Catalase gene, proved up-regulated at any time recorded after inoculation, while in the susceptible genotype *Monalbo*, its expression decreases from 15 to 21 DPI. Beta-glucosidase gene expression is down-regulated at 0 DPI in the resistant genotype and then up-regulated at 15 and 21 DPI. By contrast, in the susceptible genotype, its expression is up-regulated at 0 DPI, increases at 15 DPI and then dramatically decreases at 21 DPI. These observations were used to establish the time for collecting samples for microarray analysis at 15 DPI since at this time point a gene expression switching was detected between the two isogenic lines.

### Genome-wide transcriptional analysis

Microarray transcriptional profiles of a resistant and a susceptible tomato genotypes were used to explore tomato-FORL pathogen interaction at 15 DPI. Four different experiments were carried out in order to make all the possible comparisons among resistance/susceptibility responses (Additional file 1: Table S2). 

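Root RNA of the resistant genotype Momor and of the susceptible genotype Monalbo, inoculated with FORL by a root dip of 30 minutes or dipped in water (non-inoculated), was taken at 15 DPI. Each of the 4 groups had 2 arrays from separate biological replicates, which gives 8 arrays with 1 labelled sample each. The number of arrays limits the precision of every value. The paper describes 2 µg of total RNA amplified with the SuperScript kit and labelled with an Alexa Fluor dye, whereas the sample labels give 1 µg of total RNA, the RNA ampULSe kit and Cy5. The scans used here hold median foreground and local background intensities of each spot, exported from GenePix Pro without normalization. On the 4 non-inoculated arrays the median probe intensity was 1.07 to 1.37 times the median of the negative control probes, and on the 4 inoculated arrays it was 1.54 to 2.29 times. Probes above the negative controls, meaning above the 95th percentile of the 75 negative control probes of the same array, made up 33.0% to 43.9% of all probes on the non-inoculated arrays and 43.4% to 55.7% on the inoculated arrays. Over all 8 arrays, 6932 probes (26.9%) were above the negative controls on every array and 9823 (38.1%) on none. All 4 non-inoculated arrays were scanned at a scan power of 33 and a PMT gain of 480 to 520, and their scan headers name one array layout file. All 4 inoculated arrays were scanned at a power of 39 to 50 and a gain of 530 to 550, and their headers name another. Arrays with the same layout file are called a scan session here, and no scan date was read. Inoculation and scan session therefore cannot be told apart in the incompatible and compatible interactions, while both comparisons between genotypes lie within a session.
The intensities were background-corrected with normexp, quantile-normalized, converted to log2 and averaged over the spots of each probe. A linear model with the 4 group means was fitted to all 8 arrays in limma, and a probe was called differentially expressed at FDR 0.05. The probes bore no gene names in the files used here, so that counts are of probes and not of genes.

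**Figure D1:**
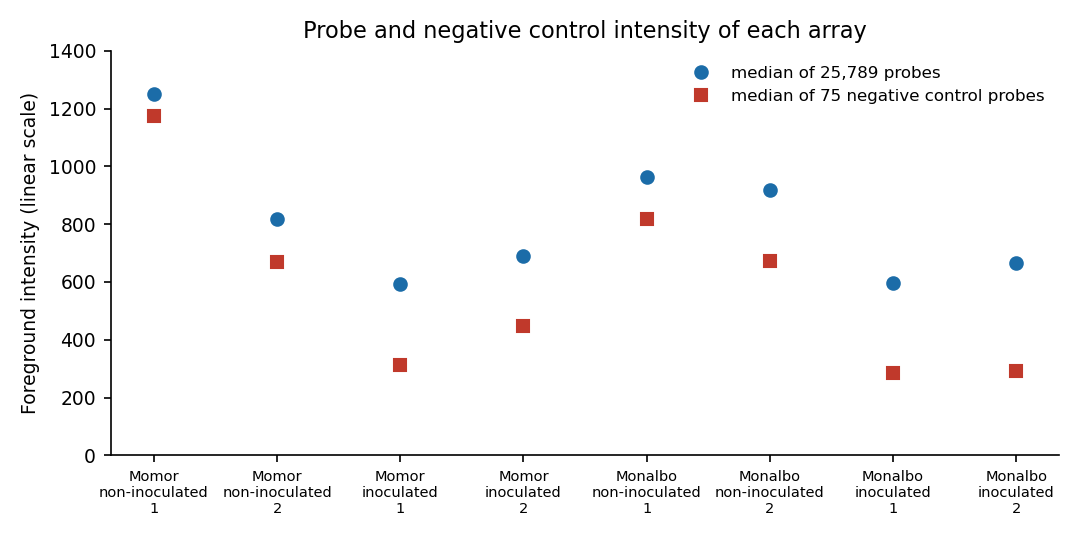
Median foreground intensity (linear scale) of the 25,789 probes (circles) and of the 75 negative control probes (squares) on each of the 8 arrays. The negative controls lie between 670.2 and 1174 on the non-inoculated arrays and between 284 and 449 on the inoculated arrays.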

In the first experiment we compared all the transcripts activated or inhibited in the resistant, inoculated and non-inoculated *Momor* genotype (incompatible interaction); in the second experiment we compared the inoculated versus non-inoculated *Monalbo* susceptible genotype in order to explore all the transcripts activated during the susceptible reaction (compatible interaction). In the third experiment the transcriptional changes between the susceptible and resistant genotypes were highlighted (compatible versus incompatible interaction); in the fourth and last experiment we monitored the response in susceptible and resistant non-inoculated samples (control reaction). In the control reaction a very small number of differentially expressed genes was evidenced; among them a LRR receptor (Solyc01g009690.1.1), a Heat shock protein (Solyc09g010630.2.1) and a Universal stress protein (Solyc09g011670.2.1), confirming that the two analyzed genotypes are isogenic.

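Probe TC203087_1012_41_S was bright in non-inoculated Monalbo roots, with a log2 intensity of 10.18 ± 0.06 (SD, n = 2 arrays). In non-inoculated Momor it was not above the negative controls on either array (7.98 ± 0.40, SD, n = 2), so that it was at least 1.72-fold lower there (adjusted p = 0.341 from limma). Probe TC217066_554_39_S was also lower in Momor, at 11.06 ± 0.28 against 13.24 ± 0.36 (SD, n = 2 each), a log2 fold change of -2.18 (SE 0.24, adjusted p = 0.359). In the other direction, probe TC211156_792_38_S was at 10.80 ± 0.19 in Momor and 9.69 ± 0.17 in Monalbo (adjusted p = 0.717), and probe TC215083_438_35_S at 10.56 ± 0.21 and 9.29 ± 0.22 (adjusted p = 0.717). These probes were picked among those with both Momor arrays on the same side of both Monalbo arrays, so that this separation is no result. No probe passed the correction for multiple tests. With limma, 0 of 25,789 probes passed FDR 0.05 in the control reaction. At an unadjusted p under 0.05, 749 probes were higher and 997 lower in Momor, 6.77% of all probes, where chance gives 1289. Of the 7105 probes above the negative controls on both arrays of each genotype, 79 were higher and 122 lower in Momor by 2-fold or more. With probes above them on both arrays of only 1 genotype added, the numbers were 104 and 196 by their lower bound and 126 and 366 by their fitted fold change. Without non-inoculated Momor replicate 2, 2776 probes passed, in a fit where non-inoculated Momor is replicate 1 alone, the array that correlated least with the others, and without replicate 1 the count was 0. Probe TC203087_1012_41_S was the 1 probe that passed with the authors' deposited values. When 3 spots per probe were fitted as separate values with the array as a random block, a setting chosen after the data were seen, 328 probes passed. Such spots are technical repeats on the same arrays and not biological replicates. From the small number of differentially expressed genes, the paper concludes that the genotypes are isogenic.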

Transcriptional responses of resistant and susceptible tomato plantlets, inoculated with FORL, were evaluated by querying 15,734 tomato genes. In the incompatible interaction 124 differentially expressed (DE) genes were observed, while in the compatible interaction 39 DE genes were observed. In particular, 119 genes (about 90 %) were up-regulated in the incompatible interaction, indicating considerable gene activation during the infection process. 

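In the incompatible interaction, probe TC203093_611_40_S had a log2 intensity of 11.01 ± 0.48 (SD, n = 2 arrays) in inoculated Momor roots. In non-inoculated Momor it was at 7.96 ± 0.26 (SD, n = 2) and not above the negative controls on either array, so that it was at least 3.06-fold higher after inoculation (adjusted p = 0.0501 from limma). The same probe was at 8.88 ± 0.05 in inoculated and 7.79 ± 0.08 in non-inoculated Monalbo (SD, n = 2 each). In the compatible interaction, probe TC203087_1012_41_S was at 7.41 ± 0.07 (SD, n = 2) in inoculated Monalbo, not above the negative controls, at least 2.29-fold below its level in non-inoculated Monalbo (adjusted p = 0.0691). Probe TC193325_201_38_S was at 13.14 ± 0.02 in inoculated and 11.30 ± 0.13 in non-inoculated Monalbo (SD, n = 2 each), a log2 fold change of 1.84 (SE 0.17, adjusted p = 0.112), and at 12.61 ± 0.06 and 11.13 ± 0.12 in Momor. With limma at FDR 0.05, 0 of 25,789 probes passed in either interaction. With the replicate number as a block, which no label ties across groups, 1249 passed in the incompatible and 0 in the compatible interaction. At an unadjusted p under 0.05, 6931 probes (26.9%) differed in the incompatible interaction and 3710 (14.4%) in the compatible interaction. This order turned with only the 4 arrays compared (4205 and 6163) and without non-inoculated Momor replicate 1. It held in the other alternatives set in advance. For the difference between both responses, the interaction of genotype and inoculation, 0 probes passed (smallest adjusted p = 0.509 from limma) and 2292 had an unadjusted p under 0.05. With 3 spots per probe fitted as separate values 443 passed, but these spots are technical repeats on the same 2 arrays per group, not biological replicates. The count in the incompatible interaction changed with the processing: 117 probes passed without background correction, 44 with the authors' deposited values, 76 with a trended and robust variance, 624 with cyclic loess and 3082 with median scaling, and, as settings chosen after the data were seen, 2823 at FDR 0.10, 589 with the trend in GC content removed and 5169 with spots as separate values. Without non-inoculated Momor replicate 2, which leaves as control only replicate 1, the array that correlated least with the others, 7167 probes passed in the incompatible interaction and 583 for the difference between both responses, and without replicate 1 both counts were 0. In the compatible interaction these settings gave 1 to 2 probes, TC203087_1012_41_S alone or with TC193325_201_38_S, except for 492 with spots as separate values, and 563 passed with the deposited values of the 4 Monalbo arrays alone, a setting also chosen after the data were seen.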

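Among probes higher in inoculated Momor, TC209891_326_40_S was at a log2 intensity of 9.76 ± 0.03 (SD, n = 2 arrays) after inoculation. It was not above the negative controls in non-inoculated Momor (7.98 ± 0.01, SD, n = 2), which makes it at least 1.29-fold higher (adjusted p = 0.0501 from limma). Among probes lower in inoculated Momor, TC199615_893_35_S was at 9.68 ± 0.17 against 11.29 ± 0.11 (SD, n = 2 each), a log2 fold change of -1.61 (SE 0.19, adjusted p = 0.0501). Probe TC209625_50_36_S was at 12.77 ± 0.15 against 14.74 ± 0.40 (SD, n = 2 each), a log2 fold change of -1.96 (SE 0.23, adjusted p = 0.0501). These probes were picked among those with both inoculated arrays on the same side of both non-inoculated arrays, and none passed FDR 0.05. At an unadjusted p under 0.05, 3306 probes were higher and 3625 lower after inoculation. Of the 7235 probes above the negative controls on all 4 Momor arrays, 297 were higher and 428 lower by 2-fold or more. With probes above the negative controls on both arrays of only 1 group added, 508 were higher and 465 lower by their lower bound, and 1276 and 489 by their fitted fold change, which is no bound. Of 9 settings that gave more than 1 call, leaving aside the replicate number as a block, higher probes were the larger part in 7, among them the deposited values (39 higher, 5 lower), a trended and robust variance (66 and 10), no background correction (79 and 38) and cyclic loess (368 and 256), but not with spots as separate values (2322 and 2847) or without non-inoculated Momor replicate 2 (3039 and 4128). These settings re-process the same 8 arrays and are not independent cases. From the share of up-regulated genes, the paper proposes that there was considerable gene activation during infection.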

As for the compatible interaction, 34 genes were up-regulated. 

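Probe TC191705_790_40_S was at a log2 intensity of 9.93 ± 0.06 (SD, n = 2 arrays) in inoculated Monalbo roots. In non-inoculated Monalbo it was at 8.30 ± 0.17 (SD, n = 2), not above the negative controls, and thus at least 1.75-fold lower than after inoculation (adjusted p = 0.264 from limma). Probe TC216538_612_38_S was at 9.81 ± 0.03 in inoculated and 11.19 ± 0.02 in non-inoculated Monalbo (SD, n = 2 each), a log2 fold change of -1.38 (SE 0.18, adjusted p = 0.264). Over all probes of the compatible interaction, 1805 were higher and 1905 lower at an unadjusted p under 0.05. By 2-fold or more, 130 probes were higher and 115 lower among the 9107 above the negative controls on all 4 Monalbo arrays. With probes above them on both arrays of only 1 group added, the numbers were 167 and 127 by their lower bound and 285 and 151 by their fitted fold change. The scan settings differed between the inoculated and non-inoculated Monalbo arrays.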

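Between the inoculated genotypes, probe TC203093_611_40_S was at least 4.01-fold higher in Momor than in Monalbo, where 1 of 2 arrays was above the negative controls (adjusted p = 0.671 from limma). Probe TC191479_1626_41_X2 was at a log2 intensity of 9.93 ± 0.09 in inoculated Momor and 8.58 ± 0.22 in inoculated Monalbo (SD, n = 2 arrays each), at least 1.93-fold higher in Momor (adjusted p = 0.78). Probe TC193516_610_39_S was lower in Momor, at 9.14 ± 0.25 against 11.56 ± 0.31 (SD, n = 2 each), a log2 fold change of -2.42 (SE 0.27, adjusted p = 0.671). Probe TC213403_180_35_S was at 11.42 ± 0.11 in Momor and 13.13 ± 0.14 in Monalbo (SD, n = 2 each), a log2 fold change of -1.72 (SE 0.25, adjusted p = 0.78). With limma, 0 of 25,789 probes passed FDR 0.05 between the inoculated genotypes. At an unadjusted p under 0.05, 743 probes were higher and 849 lower in Momor, 6.17% of all probes. Among the 10,521 probes above the negative controls on all 4 of these arrays, 178 were higher and 157 lower in Momor by 2-fold or more. With probes above them on both arrays of only 1 genotype added, the numbers were 210 and 173 by their lower bound and 258 and 182 by their fitted fold change. With spots as separate values, a setting chosen after the data were seen, 203 probes passed, 104 higher and 99 lower in Momor. Those spots are technical repeats and not biological replicates.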

In the incompatible versus compatible interaction we observed 63 differentially expressed genes, 55 of which were up-regulated while just 8 were down-regulated. In the first two comparisons, few up-regulated overlapping genes (10) were observed (Fig. 1a), while in the other two comparisons just six overlapping genes were evidenced (Fig. 1b). 

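At an unadjusted p under 0.05, 840 probes were higher after inoculation in both Momor and Monalbo, where 231 are the number given by chance from the sizes of both sets (odds ratio 7.59). In the same way, 911 probes were lower after inoculation in both genotypes, where chance gives 268 (odds ratio 7.15). Over all probes, the log2 fold changes of both interactions had a Pearson correlation of 0.426 across probes, which are not independent replicates. Both interactions share no array, but both compare the same scan sessions. All arrays were in one fit, so that both tests of a probe also use the same estimate of its spread. This can raise the overlap above the chance number. The differences of Momor from Monalbo in inoculated and in non-inoculated roots overlapped no more than chance gives at an unadjusted p under 0.05. These sets held 1592 and 1746 probes, where chance alone gives 1289 in each. Most of their members can thus be chance calls, so that this overlap cannot decide whether genotype differences are shared. Higher in Momor in both comparisons were 24 probes, where chance gives 21.6 (two-sided Fisher's exact test, p = 0.578, adjusted p = 0.771 over the 4 overlaps tested), and lower in both were 34, where chance gives 32.8 (p = 0.786 before and after adjustment, same exact test). At FDR 0.05 in limma, 0 probes were shared in either pair of comparisons. The incompatible and compatible interactions shared 1 probe without background correction and with cyclic loess (TC193325_201_38_S), with median scaling, and without non-inoculated Momor replicate 2 (TC203087_1012_41_S in both). Probe TC203087_1012_41_S was above the negative controls on 0 arrays of either Momor group, so that no fold change can be given for it in Momor. With spots as separate values, a setting chosen after the data were seen, 259 probes were shared by the incompatible and compatible interactions and 7 by both comparisons between genotypes. These spots are technical repeats and not biological replicates.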

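Among probes that differed by 2-fold or more, with those above the negative controls in only 1 group taken at their lower bound, higher probes outnumbered lower ones in both interactions and, in Momor, between the inoculated genotypes. Lower probes outnumbered higher ones in the control reaction. The fitted fold changes gave the same order in all 4 comparisons. Both tallies admit probes through the brighter group alone, so that their order can follow the number of probes above the negative controls in each group. Among probes above the negative controls on all arrays compared, which leaves out those that rise from below them, the order turned in the incompatible interaction. Of the probes with an unadjusted p under 0.05, higher probes made up 47.7% in the incompatible interaction and 48.7% in the compatible interaction. Those higher in Momor made up 46.7% between inoculated Momor and Monalbo and 42.9% in the control reaction. Quantile normalization gives all arrays one distribution and so draws these shares towards an even balance. No probe of these passed FDR 0.05 in limma. In the incompatible interaction, other settings, leaving aside the replicate number as a block, gave more higher than lower calls in 7 of 9 cases.

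**Figure D2:**
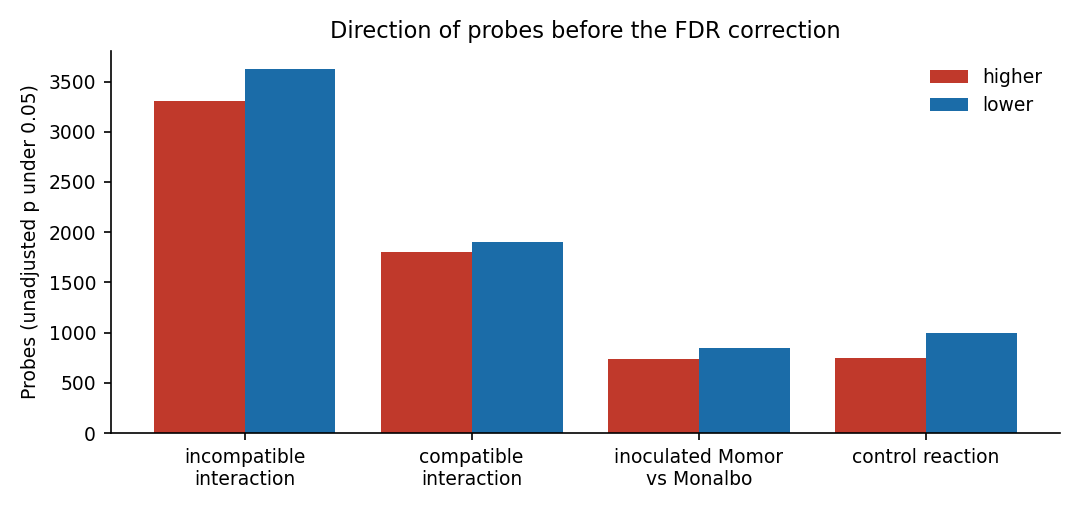
Number of probes with an unadjusted p under 0.05 that were higher or lower in each comparison (bars, from 0). In all 4 comparisons the bar of lower probes is the taller one, on arrays that quantile normalization had brought to one distribution.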

Comparing gene expression among the four experiments, there were more up-regulated than down-regulated genes, suggesting that genome reprogramming after FORL infection induced high gene activation.

**Fig. 1:**
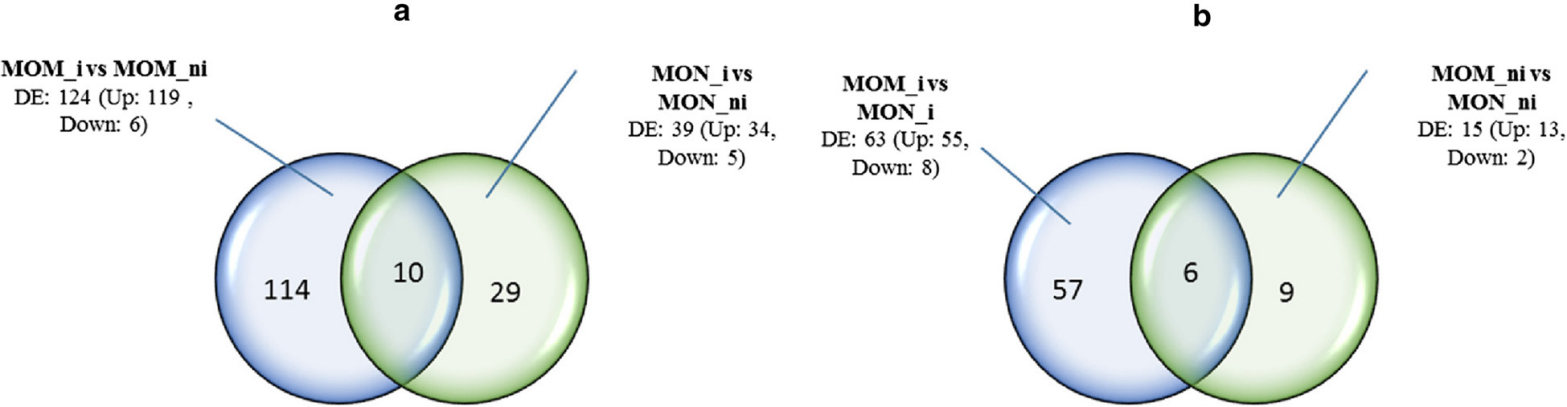
Differentially expressed gene analysis. Venn Diagrams showing the number of unique and overlapping DE genes in the four microarray experiments after 15 DPI (days post inoculum). **a**) MOM i vs MOM ni (incompatible interaction); MON i vs MON ni (compatible interaction). **b**) MOM i vs MON i (compatible vs incompatible interaction); MOM ni vs MON ni (control reaction). MOM_i = *Momor* inoculated; MOM_ni = *Momor* non-inoculated; MON_i = *Monalbo* inoculated; MON_ni = *Monalbo* non-inoculated

In the incompatible interaction, several genes involved in ethylene biosynthesis were up-regulated, including a putative 1-aminocyclopropane-1-carboxylate (Solyc12g006380.1.1) and an AP2-like ethylene-responsive transcription factor (Solyc03g044300.2.1). A GID1-like gibberellin receptor (Solyc01g098390.2.1) involved in gibberellin signaling components and several genes encoding calcium-dependent proteins like calmodulins were also up-regulated (Solyc02g079040.2.1; Solyc11g071740.1.1; Solyc08g014280.2.1; Solyc01g068460.2.1). Moreover, several up-regulated receptor genes involved in resistance response, including CC-NBS-LRR (Solyc04g015210.2.1 and Solyc04g007050.2.1) and LRR-repeat proteins (Solyc07g066240.2.1) were evidenced. 

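CYP83B1 (Solyc09g092640.2.1), a cytochrome P450 monooxygenase, was read by probe TC201437_473_40_S, which was chosen because it contains the forward qPCR primer of this gene. Its intensity was not above the negative controls on any of the 8 arrays, and 0% to 18.7% of the 75 negative control probes of an array lay below it. The normalized log2 intensity was 7.56 ± 0.00 in inoculated Momor and 7.62 ± 0.07 in non-inoculated Momor (SD, n = 2 arrays each). In Monalbo it was 7.35 ± 0.01 in inoculated and 7.67 ± 0.06 in non-inoculated roots (SD, n = 2 each). Since the probe was at the level of the negative controls in every group, no fold change is given, and a CYP83B1 transcript was not detectable with this probe at this signal over background. The probe was also above the negative controls on 0 of 8 arrays after background correction and in the authors' deposited values. Whether another probe on the array reads this gene was not tested. By qPCR, the paper reports CYP83B1 as up-regulated in the incompatible interaction at the time point of the arrays.

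**Figure D3:**
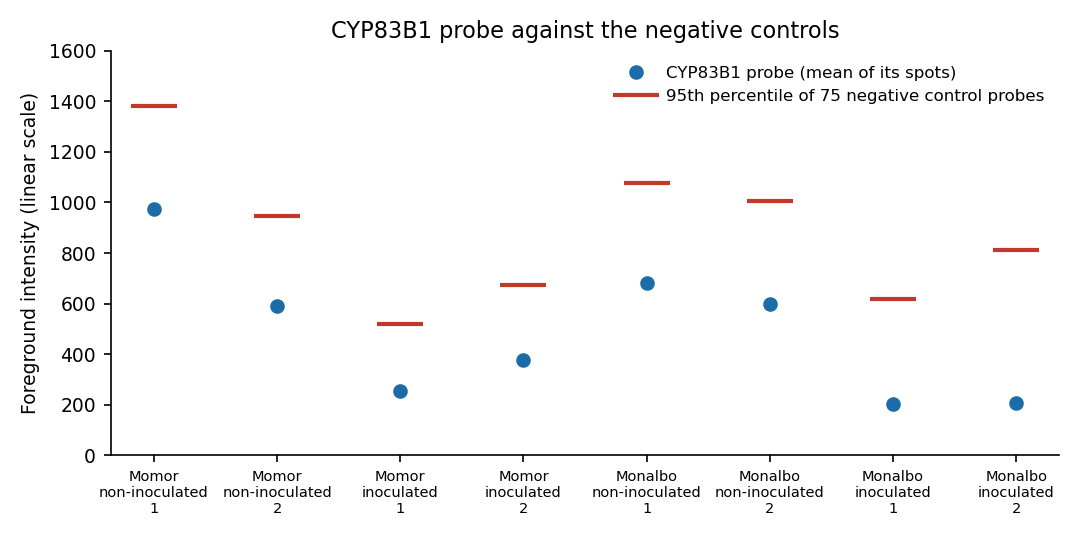
Foreground intensity (linear scale) of the CYP83B1 probe, as the mean of its spots, on each of the 8 arrays (circles), with the 95th percentile of the 75 negative control probes of the same array (lines). The circle lies below the line on all 8 arrays.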

Interestingly, a dehydration-induced protein and a Cytochrome p450 protein was detected during this interaction (respectively Solyc09g092640.2.1 and Solyc12g099390.1.1). The CYP83B1 monooxygenase (Solyc09g092640.2.1) is an enzyme involved in the glucosinolate biosynthesis, tryptophan metabolism and biosynthesis of other secondary metabolites. Moreover, using the Blast2GO tool, some DE genes were assigned to KEGG maps of arginine and proline metabolism (Solyc04g014510.2.1 Glutamine synthetase), glutathione metabolism (Solyc05g006750.2.1 Glutathione S-Transferase), indolic alkaloids pathway (Solyc07g055740.1.1 Strictosidine synthase-like) and phenylpropanoids and lignin biosynthesis (Solyc12g094520.1.1 4-coumarate:CoA ligase) and will be discussed further.

In the compatible interaction, evaluated by comparing the transcriptome of inoculated and non-inoculated susceptible genotype, several up-regulated genes were evidenced. Interestingly, a high activation of genes involved in the fatty acid (and Jasmonate) biosynthesis, including an Omega-6 fatty acid desaturase (Solyc04g040130.1.1), and a Jasmonate ZIM-domain protein (Solyc12g009220.1.1) were observed. An up-regulated 1-aminocyclopropane-1-carboxylate (Solyc12g006380.1.1) gene involved in ethylene biosynthesis and ethylene-responsive transcription factor (Solyc02g077370.1.1) and a down-regulated LRR receptor-like serine/threonine (Solyc01g009690.1.1) were identified. A cytochrome p450 protein (Solyc10g080840.1.1), acting on a wide range of substrates, was also up-regulated during compatible interaction. 

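Peroxidase 4 (Solyc04g071890.2.1) was read by probe TC193192_66_41_X2, which contains the forward qPCR primer of this gene and has 2 targets on the array design, so that its signal is not that of a single transcript. It was above the negative controls on 8 of 8 arrays. In Monalbo, its log2 intensity was 12.93 ± 1.41 in inoculated and 11.56 ± 0.11 in non-inoculated roots (SD, n = 2 arrays each). This is a log2 fold change of 1.37 (SE 0.68, 2.59-fold), with both inoculated arrays above both non-inoculated arrays, which did not pass the test (adjusted p = 0.393 from limma, and 0.0822 adjusted over the list alone, a list of 2 genes that the study chose on these arrays and which is not independent evidence). In Momor, the probe was at 11.75 ± 1.11 in inoculated and 11.25 ± 0.00 in non-inoculated roots (SD, n = 2 each), a log2 fold change of 0.50 (adjusted p = 0.66). The difference between both responses had an adjusted p of 0.852 in limma. The log2 fold change in Monalbo changed with single arrays, to 0.38 without inoculated Monalbo replicate 2 and 2.37 without inoculated Monalbo replicate 1. Inoculated and non-inoculated arrays were scanned at separate settings.

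**Figure D4:**
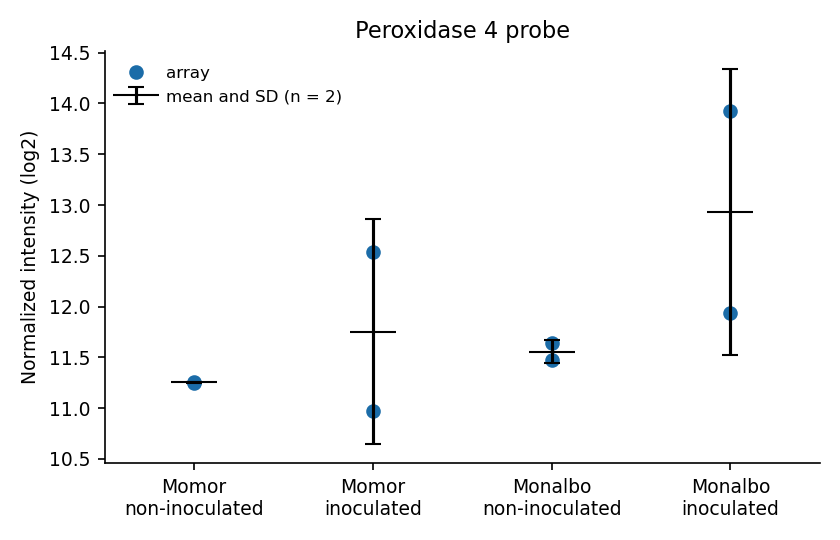
Normalized log2 intensity of the Peroxidase 4 probe on each array (circles), with the mean and SD of each group (n = 2). The inoculated Monalbo arrays lie at 11.93 and 13.92, and the non-inoculated Monalbo arrays at 11.64 and 11.48.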

Up-regulated genes involved in purine metabolism (Solyc11g065930.1.1 Xanthine dehydrogenase/oxidase) and phenylalanine metabolism (Solyc03g025380.2.1 Peroxidase; Solyc04g071890.2.1 Peroxidase 4) were also detected in this comparison.

Comparing directly the dataset of compatible and incompatible genotypes, several over-expressed pathogenesis related (PR) proteins were evidenced in the susceptible genotype, including PR-2 (Beta 1-3-glucanase, Solyc10g079860.1.1 and Solyc01g008620.2.1), PR-3 (Chitinase, Solyc07g009510.1.1), PR-11 (Acidic Chitinase, Solyc05g050130.2.1), PR-6 (Kunitz-type proteinase inhibitor, Solyc03g098710.1.1 – Proteinase inhibitor II, Solyc03g020060.2.1 – Proteinase inhibitor, Solyc11g021060.1.1) and PR-10 (PR-10 related norcoclaurine synthase-like protein, Solyc07g005380.2.1 and pathogenesis-related protein 4B, Solyc01g097240.2.1).

A qPCR assay was performed at three time points (0, 7 and 15 DPI) on 14 target genes that resulted differentially expressed in infected and non-infected roots of the two analyzed genotypes. The aim of this assay was to monitor the expression of key genes identified in previous microarray experiments belonging to major gene categories involved in plant defence response. A distinct gene expression pattern between the two genotypes in the *inoculated vs not inoculated* conditions was evidenced. At time point 0 (Fig. 2 panel a) the majority of the analyzed genes resulted down-regulated, except for Phosphatase and Jasmonate ZIM domain protein genes in the resistant line, a Beta-1,3-glucanase and a Peroxidase4 in the susceptible line and a WRKY transcription factor up-regulated in both varieties. Almost all the target genes resulted up-regulated in both genotypes at 7 DPI (Fig. 2 panel b), except for the Acidic Chitinase, under-expressed in the resistant line. A strong response in both genotypes to the FORL challenge was evidenced, particularly for genes directly involved in the resistance process, significantly up-regulated at this time point. At 15 DPI, an up-regulation of CC-NBS-LRR resistance protein, CYP83B1 cytochrome p450, Dehydrin, Phosphatase and WRKY transcription factor was observed in the incompatible interaction, confirming results obtained in the microarray experiment (Fig. 2 panel c). As for the compatible interaction, most of the target genes resulted up-regulated in last two qPCR experiment timing points.

**Fig. 2:**
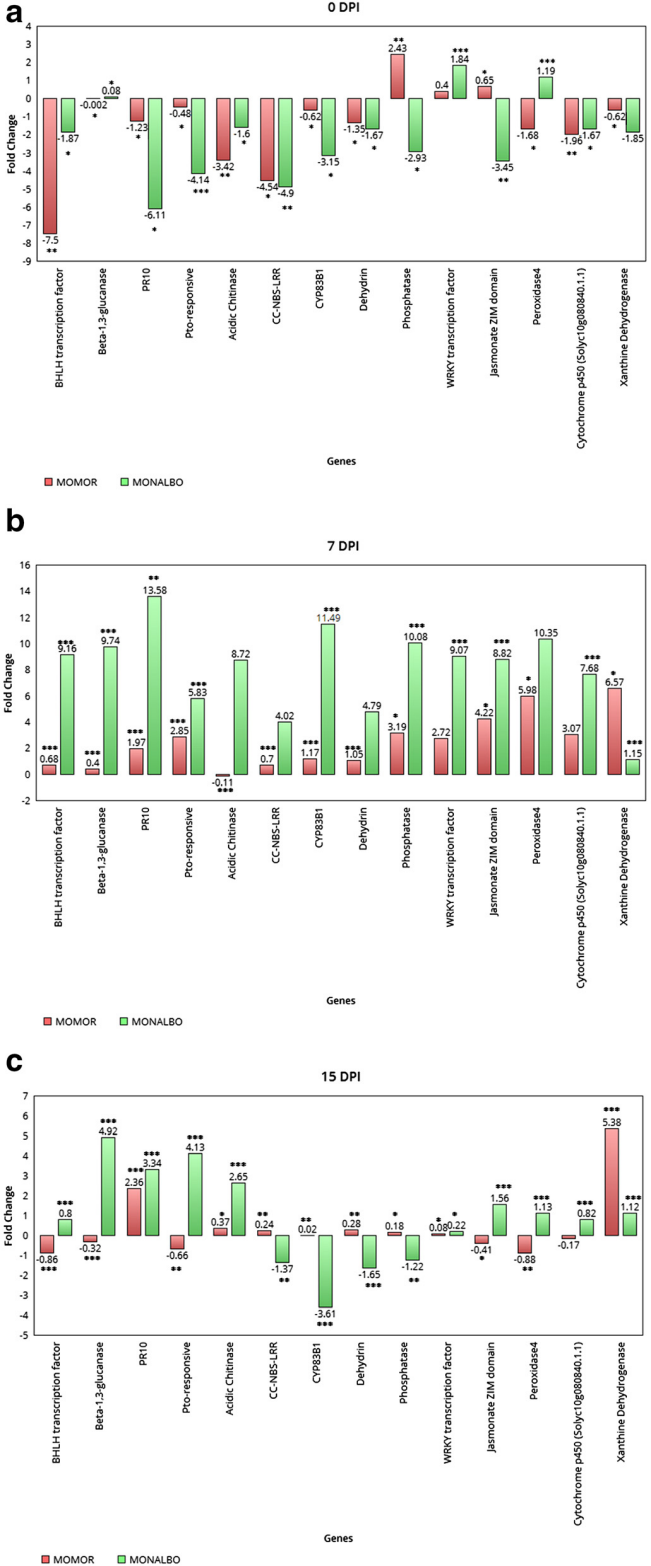
qPCR gene expression profiling. qPCR assay of 14 target genes identified in the tomato-FORL interaction. At 0 DPI (panel **a**), 7 DPI (panel **b**) and 15 DPI (panel **c**). Bars indicate real-time expression measurements (Fold Change) of each target gene in inoculated plants relative to the calibrator non-inoculated plants. Asterisks indicate the significance of the 2-ΔCt values from the calibrator (*p* ≤ 0.01; *p* ≤ 0.001; *p* ≤ 0,0001; Student’s *t*-test)

### Gene enrichment analysis

A GO (Gene Ontology) term annotation analysis was performed of all transcripts identified. Through this analysis we were able to assign functional annotation to the differentially expressed transcripts. Gene ontology analysis performed on the incompatible interaction dataset allowed us to identify 93 enriched functional groups and 68 enriched categories in the compatible interaction dataset. On directly comparing the datasets of the two inoculated genotypes, 198 enriched GO terms were observed. Within the biological process, molecular function and cellular component categories, in the incompatible interaction, the terms ‘metabolic process’, ‘synthase activity’, ‘synthase complex’, ‘biosynthetic process’ and ‘response to’ were dominant (Fig. 3). In particular, seven specific GO terms associated with the synthesis of glucosinolates were found (‘indoleglucosinolate biosynthetic process’, GO:0009759 –‘S-glycoside biosynthetic process’, GO:0016144 –‘glucosinolate biosynthetic process’, GO:0019761 –‘glycosinolate biosynthetic process’, GO:0019758 –‘S-glycoside metabolic process’, GO:0016143 –‘glucosinolate metabolic process’, GO:0019760 –‘glycosinolate metabolic process’, GO:0019757). This finding allowed us to consider glucosinolates as well as tryptophan-derived metabolites as major players in tomato FORL resistance. Interestingly, the cytochrome p450 gene ‘Solyc09g092640.2.1’, involved in the tryptophan metabolism, is present in the above mentioned GO categories as well as in the ‘cell wall modification’ (GO:0042545). Several other enriched GO terms correlated with changes in cell wall structure were found in this interaction: ‘cell wall thickening’ (GO:0052386) and ‘callose deposition in cell wall’ (GO:0052543); ‘cellular macromolecule localization’ (GO:0033036 – GO:0070727); ‘callose deposition in phloem sieve plate’ (GO:0080165), ‘polysaccharide localization’ (GO:0033037) and ‘callose localization’(GO:0052545); ‘vascular and phloem transport’ (GO:0010233). Enriched GO categories involved in signal transduction, transcription factor activation and cellular response to stimulus (GO:0007165 – GO:0009719 – GO:0051716 – GO:0060416 – GO:0071495 – GO:0009628) were also detected, whereas in the compatible interaction the terms ‘oxidation process, metabolic process, cell death’, ‘oxidoreductase activity, antioxidant activity and binding’, ‘extracellular’ were the most abundant for the biological process, molecular function and cellular component, respectively (Fig. 4). In the compatible versus incompatible dataset (Fig. 5) different GO terms regarding response to stimulus and metabolic process were detected, suggesting an intense action of response to the pathogen. In particular, GO terms regarding the metabolic process were investigated further since they revealed interesting activation of pathogenesis-related proteins involved in plant-pathogen interactions.

**Fig. 3:**
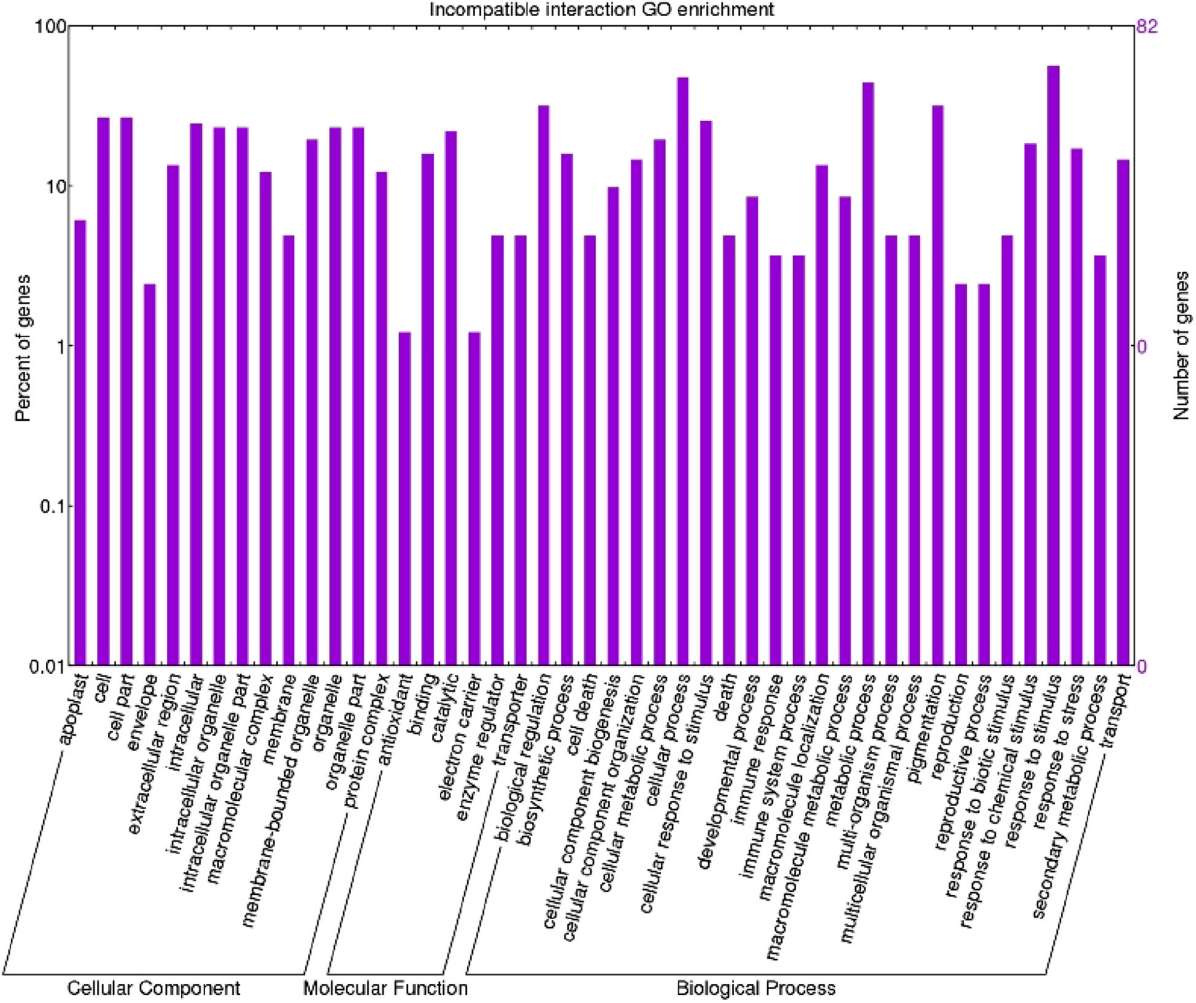
Enriched GO term distribution of the incompatible interaction. Functional analysis of the differentially expressed genes in the *Momor*-FORL interaction 15 days post inoculum. The Y-axis indicates the percentage and number of tomato genes in each Gene Ontology (GO) category. X-axis indicates GO categories (Cellular Component; Molecular Function; Biological Process)

**Fig. 4:**
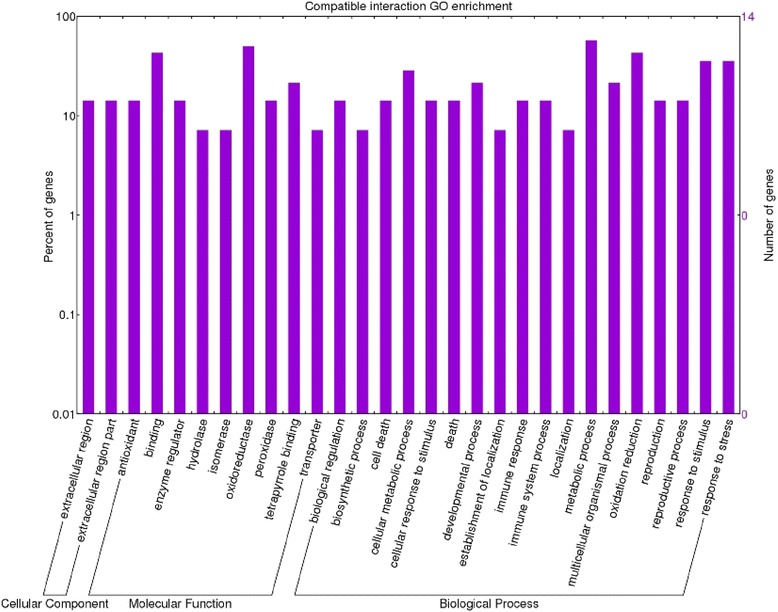
Enriched GO term distribution of the compatible interaction. Functional analysis of the differentially expressed genes in the *Monalbo*-FORL interaction 15 days post inoculum. The Y-axis indicates the percentage and number of tomato genes in each Gene Ontology (GO) category. X-axis indicates GO categories (Cellular Component; Molecular Function; Biological Process)

**Fig. 5:**
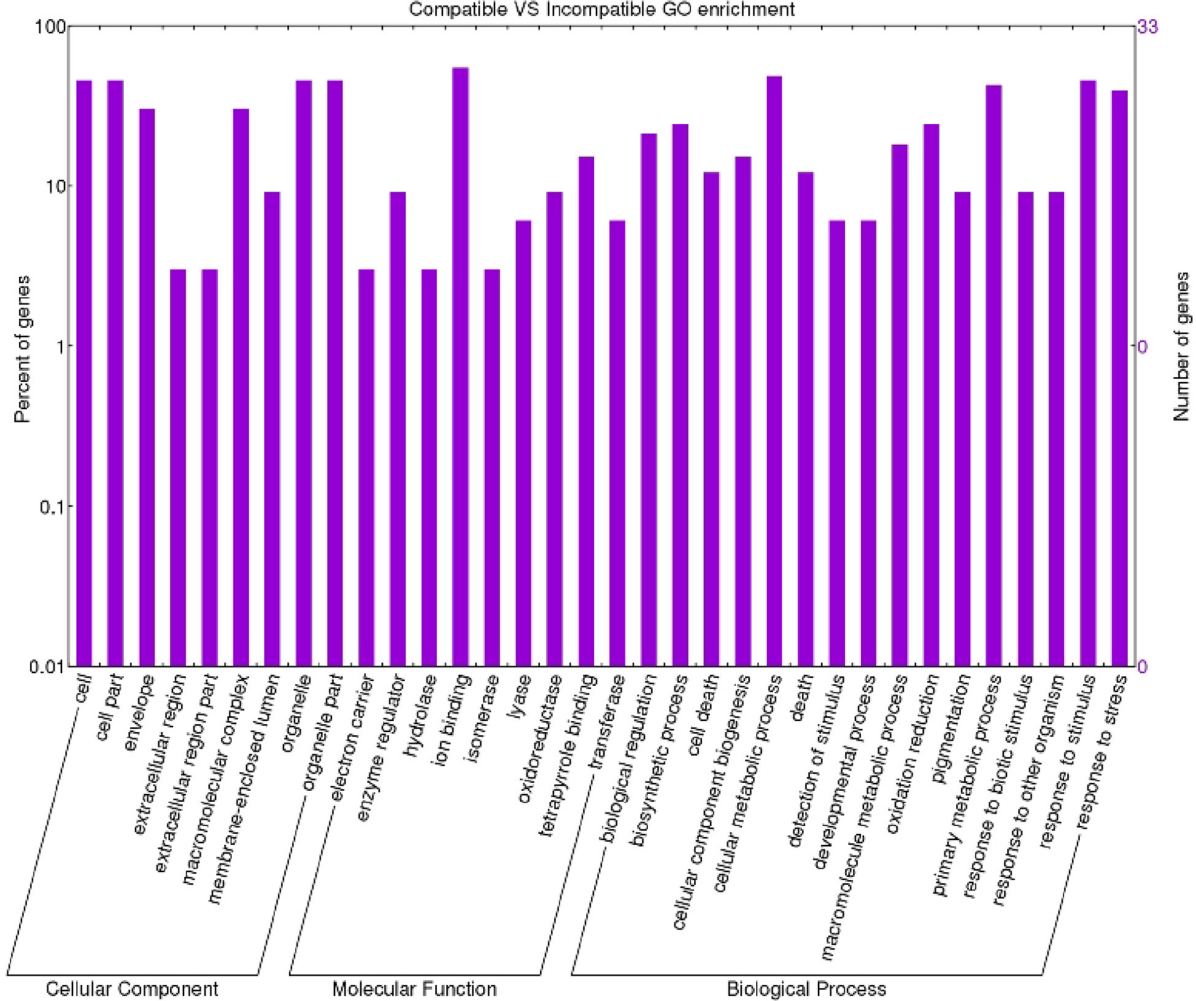
Enriched GO term distribution of the comparison between compatible and incompatible interactions. Functional analysis of the differentially expressed genes in the comparison between *Momor* and *Monalbo* genotypes inoculated with FORL. The Y-axis indicates the percentage and number of tomato genes in each Gene Ontology (GO) category. X-axis indicates GO categories (Cellular Component; Molecular Function; Biological Process)

### Model of tomato–FORL incompatible interaction

Transcriptional profile investigation and GO term enrichment analysis were used to reconstruct pathways involved in tomato-FORL interaction during an incompatible response. The incompatible interaction revealed changes especially in signal transduction, metabolic process, tryptophan metabolism and cell wall modifications. Interestingly, the cytochrome p450 gene (Solyc09g092640.2.1) was present in several enriched GO categories related to production of glucosinolates and tryptophan-derived metabolites and to cell wall modifications. The involvement of this gene in such metabolic pathways, activated during pathogen responses, let us to suppose that it has an important role in the resistance process. It is worth noting that ‘Solyc07g056260.2.1’, a glucan synthase also known as callose synthase 7, was overrepresented in all GO term categories related to cell wall structure changes. GO categories involved in cellular response to stimulus, signal transduction and transcription factor activation were also enriched in this interaction.

Combining the results obtained we were able to outline a model of tomato-FORL incompatible interaction (Fig. 6). The presence of up-regulated CC-NBS-LRR, LRR-repeat and RLK resistance proteins suggests an active pathogen recognition, leading to a signaling cascade mediated by hormones like ethylene and especially calmodulins. This signaling cascade activates several families of transcription factors, triggering a double level defense response: activation of CYP83B1 and SSL (Strictosidine synthase-like) genes. The first is involved in the production of tryptophan-derived secondary metabolites against the pathogen and the deposition of callose onto the cellular membrane. The SSL gene could lead to the production of indole alkaloids as secondary metabolites that have a negative effect on the pathogen attack. At the same time, the up-regulation of GST (Glutathione S-Transferase) genes supports the hypothesis of some mechanism of plant detoxification from all the secondary metabolites, that in larger amounts could be negative for the plant itself. Finally dehydrin could act as a regulator of the cell osmotic potential maintenance after FORL root challenge.

**Fig. 6:**
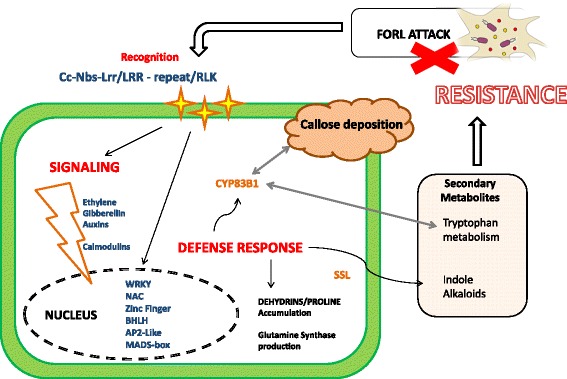
Incompatible interaction model. Graphical representation of *Momor* -FORL interaction at cellular level. Up-regulated resistance proteins are represented with yellow stars and important steps of the reactions in red. Up-regulated DEGs are in blue. Enzymes involved in the defense response are in orange

### Model of tomato-FORL compatible interaction

The compatible interaction showed a totally different reaction to the pathogen challenge. Oxidoreductase activity seems to play a central role in this interaction since different enriched GO terms associated with this kind of molecular function were found (‘oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen’ GO:0016705 –‘oxidoreductase activity’ – GO:0016491 ‘response to oxidative stress’, GO:0006979 – ‘superoxide metabolic process’, GO:0006801). Among these, we detected xanthine dehydrogenases and haem peroxidases, usually involved in the plant biosynthesis of the cell wall, defense responses to wounding and in the oxidative polymerization of lignin subunits as well as increased production of ROS and synthesis of secondary metabolites. Interestingly, a cytochrome p450 (Solyc10g080840.1.1) also seems to be involved in this interaction. This monooxygenase acts on a great variety of substrates: reactions catalyzed include hydroxylation, epoxidation, N-oxidation, sulfoxidation, etc. Host programmed cell death induced by symbiont (GO:0034050), plant-type hypersensitive response (GO:0009626) and a clear up-regulation of cellulase activity (Beta-1 3-glucanase), was evidenced in *Monalbo*-FORL interaction. Such findings could be correlated to the necrosis reaction visually assessed in susceptible plants. Indeed, comparing the results between the two inoculated genotypes (experiment 3) enriched categories were found in the susceptible sample involved in pathogenesis (Solyc01g008620.2.1 Beta-1 3-Glucanase; Solyc03g098740.1.1 Kunitz trypsin inhibitor; Solyc05g050130.2.1 Acidic Chitinase; Solyc11g021060.1.1 Proteinase inhibitor; Solyc03g020060.2.1 Proteinase inhibitor II) and other interesting GO terms related to response to stress (GO:0006950), defense response to fungus (GO:0050832), detection of biotic stimulus (GO:0009595) and cell death (GO:0008219). Such findings led us to postulate a totally different model of interaction between tomato and FORL: *Monalbo* seems to exhibit a much weaker and slower response to the pathogen compared to the resistant genotype. First, during the recognition phase, there is a down-regulation of membrane receptor, LRR-serine/threonine protein kinase. Secondly, the reaction continues directly with the activation of an oxidative burst mediated by peroxidases and a cytochrome monoxygenase. Thirdly, ethylene and jasmonate signaling molecules activate a signaling cascade that induces transcriptional triggering, mediated by a WRKY transcription factor, leading to a cellular necrosis reaction. This occurrence is supported not only by the presence of an up-regulated Beta1 3-glucanase, an enzyme involved in degradation of the cell wall, but also by the enzyme activities of the initial oxidative burst (Fig. 7).

**Fig. 7:**
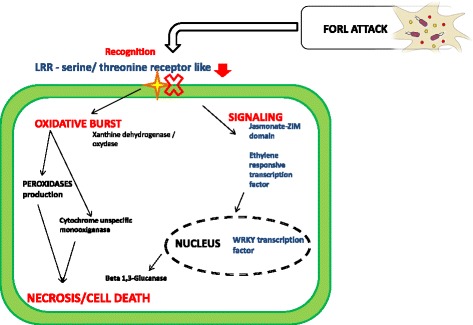
Compatible interaction model. Graphical representation of *Monalbo*-FORL interaction at cellular level. Down-regulated LRR resistance protein is represented with yellow stars “blocked” by a red cross and the major steps of the reactions are in red. Up-regulated DEGs are in blue

## Discussion

A global transcriptomic profile of tomato-FORL interaction was performed through four different experiments for assessing transcripts activated or inhibited during the resistant and the susceptible reaction. The tomato–FORL interaction seems to follow the typical reaction of necrotrophic pathogens, activating receptors that recognize pathogen-derived proteins and inducing the production and transport of three major defense hormones, namely SA, JA and ET (respectively Salicylic Acid, Jasmonate, Ethylene) [22–24]. In the incompatible interaction, cellular signaling cascades and regulation of numerous target proteins involved in plant growth, development and defense response, through transcriptional and/or post-translational activation of transcription factors, lead to the induction of plant defense genes [25–27]. In particular, calmodulins/calcium sensor proteins and calmodulin-related proteins seem to play an active role in tomato-FORL interaction. This finding indicated that the resistant genotype is more capable of deploying a wide variety of defense responses for preventing pathogen colonization. Furthermore, incompatible reaction GO category enrichment analysis showed that tryptophan metabolism/biosynthesis and callose deposition in the cell wall play a key role in the response to FORL. CYP83B1, a monooxygenase involved in tryptophan, and especially glucosinolate metabolism, is over-expressed during this interaction. Glucosinolates and their products have a fungistatic effect on *Fusarium spp.* [28, 29] and hydrolysis of its products also influences responses of biotrophic pathogens [30]. Moreover, high production of tryptophan-derived metabolites was observed in tomatoes resistant to tomato yellow leaf curl virus [31]. CYP83B1 is also involved in cell wall modifications and callose deposition, together with the callose synthase7 enzyme. Callose can strongly combat penetration of soil-borne fungi when deposited in elevated amounts [32]. The presence of an up-regulated strictosidine synthase-like (*SSL*) gene supports the hypothesis that monoterpenoid indole alkaloids could be released during this interaction. This enzyme, localized to the epidermis of the apical meristem of roots [33], catalyzes the initial step of monoterpenoid indole alkaloids (MIAs) pathway by condensing the tryptamine, synthesized from tryptophan, with the monoterpenoid secologanin, producing strictosidine, a common precursor of a wide range of different MIAs [34]. Expression of this gene can be induced by ethylene AP2/ERF-domain transcription factor (Solyc03g044300.2.1), up-regulated in our experiment and already proved to be involved in activating plant defense responses [35]. Strictosidine synthase-like proteins have also been identified during plant defense activated against pathogens such as the *Cucumber mosaic virus* and *Alternaria brassicicola* [36]. The cellular damage induced by the necrotrophic pathogen could also lead to water loss [37], and the activation of a dehydrin (Solyc12g099390.1.1) and a glutamine synthetase (Solyc04g014510.2.1) in the resistant genotype could help to redress the osmotic stress, avoiding FORL-induced root and crown rot [4] evidenced a high level accumulation of dehydrin proteins in *Momor* plants infected by FORL, as well as larger amounts of glutamine synthetase (EC: 6.3.1.2; Solyc04g014510.2.1), an enzyme involved in the nitrogen assimilation pathway, supporting our results. Glutamine synthetase could alter glutamate metabolism, resulting in an “endurance” state as already reported in other necrotrophic pathogen interactions [38]. Endurance can be defined as a state in which cell viability is maintained via nitrogen (N) reutilization and involved in a senescence-natured ‘slash-and-burn’ defense response [39]. Translocation of N toward the invaded area proved to be effective for a resisting host [40, 41]. The up-regulation of a glutathione S-transferase (GST), together with the increased protein levels found in the *Momor*-FORL interaction [4], supports its involvement in the resistance process. Since the *Momor* genotype constitutively showed higher amounts of glutathione S-transferase regardless of FORL infection, it could be inferred that this protein is involved in the resistance process [4]. It is well known that GST contributes to mitigate further oxidative damage in cells surrounding the infected areas [20, 42, 43].

In the compatible interaction an up-regulated Jasmonate ZIM-domain protein and an up-regulated Omega-6 fatty acid desaturase were detected. Generally, JA and ET play an important role in defense responses to necrotrophic pathogens and chewing insects, while SA is more involved in responses to biotrophs and sucking insects [44, 45]. Investigation of the tomato-FORL interaction at proteomic level confirms the presence of higher amounts of peroxidases in the compatible interaction [4]. An unspecific monooxygenase could also be involved in oxidoreductase activity and in necrosis in the susceptible variety in response to a pathogen. GO terms correlated with the metabolic process and response to stress, including several genes coding for PR-proteins like Beta1,3-glucanase, chitinases and protease inhibitor, were up-regulated in the comparison between the two inoculated genotypes. PR-proteins accumulate locally in the infected and surrounding tissues and also in remote uninfected tissues [46]. Among these proteins Beta1, 3-glucanases and chitinases are very abundant hydrolytic enzymes in plants infected by fungi and play a major role in defense reactions against fungal pathogens by degrading the cell wall [47]. The qPCR assay helped us to better depict the tomato-FORL interaction. The distinct gene expression pattern emerging between the two genotypes in the *inoculated vs not inoculated* conditions revealed that at 0 DPI, the great majority of genes was down-regulated for both genotypes, with the exception of WRKY transcription factor involved in the early stages of signaling and activation of defense response in plants. At this stage another signaling protein (a Phosphatase) was up-regulated in the resistant line, suggesting that in such genotype the alert components are induced very rapidly. The resistant genotype is clearly more capable to activate signaling component for preventing the pathogen colonization and simultaneously to compensate the overall stress induced by the pathogen through the up-regulation of genes involved in both osmotic potential maintenance (dehydration-induced proteins) and cellular detoxification (Glutathione-S-transferase). The susceptible genotype shows a totally different response to the pathogen, characterized by the pronounced activation of an oxidative burst that induces cells to degeneration and necrosis.

## Conclusions

Transcriptome analysis proved to be very useful in recognizing tomato molecular layouts available to fight the pathogen invasion and, furthermore, to elucidate mechanisms of interaction between life forms. The resistant genotype manages the pathogen attack thanks to a key gene (CYP83B1) and maintaining cellular fitness, while the susceptible one tries to alert the plant of pathogen infection activating its defense arsenal but it fails because lacks the resistance machinery. Our work allowed more deep understanding of the molecular basis of the tomato-FORL interaction and, furthermore, could be considered as a starting point both for future functional studies and the improvement in disease control strategies.

## Availability of data and materials

The microarray datasets supporting the results of this article are available at the NCBI’s GEO dataset (http://www.ncbi.nlm.nih.gov/gds) under the series ID GSE71393.

## Additional files

Additional file 1: Table S1. Primer sequences used for qPCR assay; **Table S2.** Microarray experiment design. (DOCX 14 kb) Additional file 2: Figure S1. RT qPCR assay of *Pal (Phenylalanine ammonia lyase) (a) Catalase (b), Beta-Glucosidase (c), Receptor-like protein kinase (RLK)4 Serine/Threonine (d)* genes on *Marmande* variety infected and not infected roots to monitor the FORL infection. Bars indicate the RQ (relative quantity) of target genes in the inoculated and control conditions. Error bars represent standard deviations calculated for the qPCR results of three biological replicates. (PPTX 621 kb)

## Abbreviations

DE genes: differentially expressed genes
DPI: days post inoculum
ET: ethylene
FDR: false discovery rate
FHB: *Fusarium* head blight
FOC: *Fusarium oxysporum f.sp. cubense*
FON: *Fusarium oxysporum f.sp. niveum*
FORL: *Fusarium oxysporum f.sp. radicis-lycopersici*
GO: gene ontology
GST: glutathione S-transferase
JA: jasmonate
MIAs: monoterpenoid indole alkaloids
NGS: next generation sequencing
PAL: phenylalanine ammonia lyase
RLK: receptors like kinases
SA: salicylic acid
SSL: strictosidine synthase-like
TCs: tentative consensus sequences

# Supplementary material for: Fusarium oxysporum f.sp. radicis-lycopersici induces distinct transcriptome reprogramming in resistant and susceptible isogenic tomato lines
**Source:** BMC Plant Biol. 2016 Feb 27;16:53. doi: 10.1186/s12870-016-0740-5
**Supplement:** Additional file 1: Table S1. — Primer sequences used for qPCR assay; Table S2. Microarray experiment design.

|  | **Target gene** | **Forward primer (5’-3’)** | **Reverse primer (3’-5’)** |
| --- | --- | --- | --- |
| Solyc09g065820.2.1 | *BHLH transcription factor* | GTCGAAAACAGCTCCGATCC | CCGCCAAATTAGGTTCTGCT |
| Solyc10g079860.1.1 | *Beta-1,3-glucanase* | TTTCCAATTACCGCGACGAC | TAGAGCCACAACATCTGCTG |
| Solyc07g005380.2.1 | *PR-10 (Pathogenesis related)* | ATTCTGCGTCCATCACATCC | GTTCCATAGAGCTCCCATGC |
| Solyc11g011030.1.1 | *Pto-responsive gene* | GCTGAGCTTATAATTGACCTGGT | TGTGGATGCATTTGAAGGGTC |
| Solyc05g050130.2.1 | *Acidic Chitinase* | TCCTAGTGTTGGTGGATGCA | AACTTCCAACACCACCACCA |
| Solyc04g015210.2.1 | *CC-NBS-LRR* | TCCGTTCGTCAAGTGGAACA | TGGGTAGTTTCTCCAGGCTG |
| Solyc09g092640.2.1 | *CYP83B1 (Cytochrome p450)* | TATCTCAACAAGCTGCGTGT | TGCGCTTCTTCATCAAACCT |
| Solyc12g099390.1.1 | *DEHYDRATION-INDUCED protein (Dehydrin)* | AGGGTGAAGAGGAGTCAAGG | GCCTCAATAGCATGCTCTTCA |
| Solyc03g121420.2.1 | *Phosphatase* | CCACACAAATCCAGGCTACG | ACATGTTGGGAGGGCAAGTA |
| Solyc08g006320.2.1 | *WRKY transcription factor 3* | TATCGCCGTTGACAAATCCG | CGGAACAGCTTCACATCCAA |
| Solyc12g009220.1.1 | *Jasmonate ZIM-domain protein 1* | TGATCAACCAGAGAAGGCACA | TGTGGGGTTCTGTTTGTTGG |
| Solyc04g071890.2.1 | *Peroxidase 4* | GAAGCTCAAAGGCCTGCTTT | GCTTGGCCAACATCATCCTT |
| Solyc10g080840.1.1 | *Cytochrome P450 (unspecific monooxigenase)* | CGCCACAACGTCTATGGAAG | ACTCTTCTTGTTTTCGCGCA |
| Solyc11g065930.1.1 | *Xanthine dehydrogenase/oxidase* | CTGCCTTGAAGAGAAGCACC | GCAACAGCTCCTTGTTCCAA |

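Primer pairs were designed for 14 target genes, each with a forward and a reverse sequence, and define the stretch of each transcript that is copied and measured in the qPCR assay. The 28 primer sequences were also searched in the sequences of the 25,789 array probes, in both orientations and without mismatch. The forward primer of CYP83B1 (TATCTCAACAAGCTGCGTGT) begins at base 9 of the 40-base probe TC201437_473_40_S (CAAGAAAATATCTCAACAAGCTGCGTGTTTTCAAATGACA), counted from 1 at the start of the probe sequence. The forward primer of Peroxidase 4 (GAAGCTCAAAGGCCTGCTTT) begins at base 19 of the 41-base probe TC193192_66_41_X2 (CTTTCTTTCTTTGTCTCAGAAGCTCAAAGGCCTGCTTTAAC). The primers of the other 12 genes were found in no probe, and those genes were not read on the arrays here.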

TABLE S1: Primer sequences used for the q-PCR experiment.

TABLE S2: Microarray experimental design

| **EXPERIMENTS** | **GENOTYPES** |
| --- | --- |
| Incompatible interaction | Momor inoculated VS Momor non-inoculated |
| Compatible interaction | Monalbo inoculated VS Monalbo non-inoculated |
| Compatible VS Incompatible | Momor inoculated VS Monalbo inoculated |
| Control reaction | Momor not-inoculated VS Monalbo non-inoculated |

How the deposited data were processed for this re-analysis (not part of the article)

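Gene expression was measured in tomato roots at 15 DPI on 8 single-colour CombiMatrix arrays, with 2 arrays for each of 4 groups: inoculated and non-inoculated Momor, and inoculated and non-inoculated Monalbo. The scans of the authors give, for each spot, the median foreground and the median local background as intensity on a linear scale, and the share of saturated pixels as percent. They were exported from GenePix Pro 7.0.10 without normalization and without subtraction of the background. The deposited table of the authors holds 1 intensity per probe and array on a linear scale, with medians of 364 to 379 on the 8 arrays and 25,883 rows that include control probes. According to the methods, the authors applied quantile normalization and empirical Bayes estimates in Bioconductor, and limma is named in the processing notes of the samples. The background step and the summary over spots are not named in the text of the paper. The rank correlation of each column of this table with its own scan was between 0.9987 and 1.00. The paper also describes technical replicates with independently labelled aliquots, while 1 array per biological replicate was used here.

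The values were prepared with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading, and primers were matched to probes in Python 3.11.15. Foreground and background medians were corrected with normexp at an offset of 50, quantile-normalized over all spots of non-control probes, and converted to log2. Spots with an outlier flag (0 to 439 per array) were left out after the correction, and the spots of each probe on an array were averaged on the log2 scale. Probes in which saturated pixels exceeded 50% numbered 3 to 20 per array and were kept. All 25,789 probes were tested. A probe was taken as above the negative controls when its mean foreground intensity was above the 95th percentile of the 75 negative control probes of the same array. Where only 1 of the groups compared was above the negative controls, the fold change was given as a lower bound, with each array of the dimmer group taken at the highest of the probe's own level, the lowest level of a probe above the negative controls and the 95th percentile of the negative control probes on the normalized scale (8.63 to 9.49 in log2), and where neither was, no fold change was given.

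One linear model with 4 group means was fitted to all 8 arrays (4 residual degrees of freedom, 3.33 prior degrees of freedom), followed by limma's empirical Bayes moderated test and Benjamini-Hochberg adjustment within each comparison at FDR 0.05. The comparisons were the 4 of Table S2, the interaction of genotype and inoculation, and inoculation averaged over both genotypes. Overlaps were tested with Fisher's exact test. The fit was tested on simulated data of the same size with 200 of 25,789 probes changed in inoculated Momor. It called 0% of them in the incompatible interaction at a log2 step of 1, 80.5% at a step of 2 (with 7 false calls) and 93% at a step of 3 (with 10 false calls). In a further simulation with 200 probes changed by a step of 1 in both inoculated groups, the comparison averaged over both genotypes called 29.5% of them. The simulated arrays had independent noise, no scan session, no deviating array and no normalization step. These shares therefore need not hold for the real arrays.

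The comparisons, the test, the alternatives and the rule for naming probes were set before the data were examined. As the probes could not be tied to genes by name, the rule gave at most 2 probes that were higher and 2 that were lower per comparison, and every gene of the paper that could be tied to a probe. The probes were those with the smallest p among probes with both arrays of one group beyond both arrays of the other. Such a tie was had only for CYP83B1 and Peroxidase 4, through the primers of Table S1. The lists of gene families set in advance, the gene set tests and the enrichment of annotations were not run, since the probes carried neither gene names nor descriptions. The paper's own annotation of the probes by BlastN was not repeated. Adjusted values over the list alone refer to both genes tied to probes.

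The alternatives were no background correction, cyclic loess or median scaling in place of quantile normalization, a filter on dim probes, the median of spots, the replicate number as a block, a fit to only the 4 arrays compared, a trended and robust variance, the authors' deposited values, a fold threshold of 2, adjustment over the 4 comparisons together, and leaving out each array in turn. The alternatives chosen after the data were seen were the deposited values with only the 4 arrays compared, 3 spots per probe as separate values with the array as a random block, removal of each array's trend with the GC content of the probes, an FDR of 0.10, and the reading of CYP83B1 on background-corrected and on deposited values.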

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

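A signal appeared in a comparison that the paper does not report. With the 4 inoculated arrays set against the 4 non-inoculated arrays over both genotypes, 1734 of 25,789 probes passed FDR 0.05 in limma, 894 higher and 840 lower in inoculated roots. Probe TC193325_201_38_S had a log2 fold change of 1.66 (SE 0.12, adjusted p = 0.0348) and probe TC193332_1135_38_S one of 1.60 (SE 0.15, adjusted p = 0.0348), each with 4 of 4 inoculated arrays above every non-inoculated array. Probe TC200117_1178_35_S had a log2 fold change of -1.56 (SE 0.20, adjusted p = 0.0348) and probe TC199615_893_35_S one of -1.02 (SE 0.13, adjusted p = 0.0348), each with 4 of 4 inoculated arrays below every non-inoculated array. The probes TC193332_1135_38_S and TC200117_1178_35_S were chosen after their values were seen. The count was 0 without any one of the inoculated Momor replicates 1 and 2, the inoculated Monalbo replicates 1 and 2 and the non-inoculated Monalbo replicates 1 and 2. It was 2664 without non-inoculated Momor replicate 1 and 8391 without non-inoculated Momor replicate 2. With dim probes left out it was 1 (TC193325_201_38_S), over 12,092 probes tested.

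The test of the scan session, the split by direction and the reading by mean level were chosen after this result was seen. The GC content of the probes as the whole source is argued against, since 2351 probes passed once each array's trend with GC content was removed. The scan session, known here only from the array layout file and the scan settings, cannot be told apart from a response of the roots to FORL shared by both genotypes. That response is the biological explanation that the design gives, and 0 arrays of one treatment were read in the session of the other. Nonspecific signal near the negative controls also stays open: 26.9% of the passing probes were above the negative controls on all 8 arrays, as were 26.9% of all probes, but this test does not decide, since a probe that rises from below the negative controls cannot meet it (14.4% of the higher and 40.1% of the lower probes did), and by mean level 49.6% of the passing probes and 46.9% of all probes were above. The splits of the arrays within genotype number 18, too few for a share under 0.05, and 1 of them, the real one, reached 1734 probes, while the highest other gave 1.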

How the results depend on the processing

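The settings described as added were chosen after the data were seen, and the cause of a change was not tested unless stated. The count of 0 in limma between the inoculated genotypes, and the 0 probes shared by both comparisons between genotypes, held under all 19 alternatives set in advance, which include leaving out each array, with 1592 probes at an unadjusted p under 0.05 in the former. In the incompatible interaction (0 probes, 6931 at an unadjusted p under 0.05) the count was 117 without background correction, 624 with cyclic loess, 3082 with median scaling, 1 with the median of spots (TC203093_611_40_S), 1249 with the replicate number as a block (697 higher, 552 lower), 76 with a trended and robust variance, 44 with the deposited values and 0 to 7167 when single arrays were left out, the highest without non-inoculated Momor replicate 2, when replicate 1, the array that correlated least with the others, stands alone, and 0 without replicate 1. In the compatible interaction (0 probes, 3710) it was 2 without background correction and with cyclic loess, 1 with median scaling, with only the 4 arrays compared, with a trended and robust variance and with the deposited values, and 0 to 1 when single arrays were left out (1 without either non-inoculated Momor replicate). In the control reaction (0 probes, 1746) it was 1 with the deposited values and 0 to 2776 when single arrays were left out, and for the interaction 0 to 583, both highest without non-inoculated Momor replicate 2. The shared count of the incompatible and compatible interactions was 1 without background correction, with cyclic loess and with median scaling, and 0 to 1 when single arrays were left out.

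Averaged over both genotypes (1734 probes) the count was 2993 with cyclic loess, 9391 with median scaling (2946 higher, 6445 lower), 1 with the filter on dim probes, which tests fewer probes, 3331 with the replicate number as a block, 336 with the fold threshold, which removes smaller changes by construction, and 0 to 8391 when single arrays were left out. The replicate numbers were not treated as pairs, since no label ties them across groups. The paper collected its samples in independently repeated experiments, but does not say that a replicate number marks one of them. The deviations of the replicates correlated across probes between groups by 0.0865 to 0.418, all positive, so that a shared replicate effect stays open. Added settings: at FDR 0.10, which is less strict by construction, 2823 probes passed in the incompatible and 1 in the compatible interaction and 5073 on average. With 3 spots per probe as separate values these counts were 5169, 492 and 5983, with 203 between the inoculated genotypes, 328 in the control reaction, 443 for the interaction of genotype and inoculation, and 259 and 7 shared probes. That fit takes technical repeats on one array as separate values, without more biological replicates per group. With the GC trend removed, 589 and 1 probes passed in the incompatible and compatible interactions, and with the deposited values of only the 4 arrays compared 563 passed in the compatible interaction.

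The Peroxidase 4 probe stayed higher in inoculated Monalbo and did not pass FDR 0.05 under any of 18 alternatives set in advance, with log2 fold changes of 0.38 to 2.37. The CYP83B1 probe was not above the negative controls on any of the 8 arrays under both other readings. Averaging the probes of one gene, the gene set settings, and the slide or scan date as a block were not run: the probes bore no gene names, and each treatment was scanned in its own session. Where one array of a group was left out, the lone array was assumed to vary like the other groups. As to signal over background, 38.1% of the probes were above the negative controls on no array, and for these no fold change can be given.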

Differences from the paper's values

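The paper counts genes and the counts here are of probes, both at FDR 0.05. In the incompatible interaction the paper reports 124 differentially expressed genes and limma called 0 probes here. Of the alternatives set before the data were examined, the one without background correction gave 117 probes, within 1.5 times of the paper's count, and each of the others differed by more (from 0 to 7167). The paper reports 119 up-regulated genes in this interaction against 0 higher probes here, and each of these alternatives differed (79 higher probes without background correction, 66 with a trended and robust variance). In the compatible interaction the paper reports 39 genes, 34 of them up-regulated, against 0 and 0 probes here, and every one of these alternatives differed (0 to 2 probes). Between the inoculated genotypes the paper reports 63 genes, 55 up-regulated and 8 down-regulated, against 0, 0 and 0 probes here and under every one of these alternatives. In the control reaction the paper's count is about 15 in Fig. 1b, read by eye, against 0 probes here, and every one of these alternatives differed (0 to 2776).

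For genes shared by the incompatible and compatible interactions the paper reports 10, against 0 probes here, and every alternative set before the data were examined differed (0 to 1). For genes shared by both comparisons between genotypes the paper's count is about 6 in Fig. 1b, read by eye, against 0 probes here and under each of these alternatives. A fit of 3 spots per probe as separate values, technical repeats rather than biological replicates, was chosen after seeing the values and gave 7 shared probes. How many of the paper's called genes it drops is not known, since those genes were not tied to probes.

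The paper states that up-regulated genes outnumbered down-regulated genes over the comparisons. Here the tally depended on how probes at the level of the negative controls were counted. At 2-fold or more, with such probes at their lower bound, higher and lower probes numbered 508 and 465 in the incompatible interaction, 167 and 127 in the compatible interaction, and 104 and 196 in the control reaction. By fitted fold change they numbered 1276 and 489, 285 and 151, and 126 and 366. Among probes above the negative controls on all arrays compared, which leaves out those that rise from below them, they numbered 297 and 428, 130 and 115, and 79 and 122. These 2-fold counts rest on no test. All 3 in the compatible interaction and the first 2 in the incompatible interaction went the paper's way. In all 3 of the control reaction, lower probes outnumbered higher ones. That comparison holds no inoculated roots, and its direction is only that of Momor against Monalbo. The first 2 counts also admit probes through the brighter group alone. On the inoculated arrays 43.4% to 55.7% of probes were above the negative controls, against 33.0% to 43.9% on the non-inoculated arrays. The direction of the first 2 counts can thus follow detection. The third count can follow it the other way, since it keeps only probes also above the negative controls in the dimmer group. In the incompatible interaction, 211 higher and 37 lower probes of the lower-bound count are left out of it. At an unadjusted p under 0.05, lower probes outnumbered higher ones in all 4 comparisons (3306 higher and 3625 lower in the incompatible and 1805 and 1905 in the compatible interaction), on arrays that quantile normalization had brought to one distribution. Between the inoculated genotypes 210 were higher and 173 lower in Momor by their lower bound (258 and 182 fitted, 178 and 157 above the negative controls on all arrays), the direction of Table S2, while the text of the paper names PR proteins as over-expressed in the susceptible genotype, so that the direction of its counts for this comparison is not settled. In the same direction as the paper's statement, 7 of 9 settings that gave more than 1 call in the incompatible interaction, leaving aside the replicate number as a block, had more higher than lower probes. The paper lists CYP83B1 as detected and over-expressed in the incompatible interaction. It also reports up-regulation of this gene by qPCR at the time point of the arrays. The CYP83B1 probe found through the forward qPCR primer was above the negative controls on 0 of 8 arrays here. Whether another probe on the array reads this gene was not tested, so that the paper's result for CYP83B1 is neither reproduced nor refuted. The paper lists Peroxidase 4 as up-regulated in the compatible interaction. Here its probe had a log2 fold change of 1.37, in the same direction, with an adjusted p of 0.393 from limma that did not pass (0.0739 to 0.915 over all alternatives run). The order of the paper's counts, with more genes in the incompatible than in the compatible interaction, was also seen in the probes at an unadjusted p under 0.05 (6931 and 3710). It was turned with only the 4 arrays compared (4205 and 6163), without non-inoculated Momor replicate 1 (6042 and 6376), and with the deposited values of only the 4 arrays compared (4204 and 6259, with 0 and 563 passing FDR 0.05), a setting chosen after seeing the values.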

Other observations

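Probe TC203087_1012_41_S was above the negative controls on both non-inoculated Monalbo arrays and on 0 of the other arrays, with a log2 intensity of 7.38 ± 0.02 (SD, n = 2) in inoculated Momor. Probe TC191705_790_40_S, named for the compatible interaction, was also above the negative controls on both inoculated Momor arrays (9.55 ± 0.15, SD, n = 2) and on 0 of the non-inoculated Momor arrays (8.11 ± 0.22, SD, n = 2). Probe TC217066_554_39_S, named for the control reaction, in which it did not pass (adjusted p = 0.359 from limma), was at 12.08 ± 0.13 in inoculated Momor and 12.10 ± 0.13 in inoculated Monalbo (SD, n = 2 each). Whether differences between the genotypes changed with inoculation is a test of the interaction, in which 0 probes passed FDR 0.05 in limma and 2292 had an unadjusted p under 0.05.

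With the authors' deposited values, 44 probes passed in the incompatible interaction. All 44 had the same direction in the values prepared here, which come from the same arrays and are no independent evidence. All 44 also had the same direction in the compatible interaction, which compares the same scan sessions. Of them, 20 were among the 117 probes that passed without background correction, and 1 was above the negative controls on all 8 arrays. Of the 1734 probes that passed on average over both genotypes, 1352 also passed with the deposited values of the same arrays, in the same direction.

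Non-inoculated Momor replicate 1 correlated with the other arrays by 0.829 to 0.898 across probes, while the other arrays correlated with each other by 0.906 to 0.969. Its median probe intensity was 1251, against 1174 for its negative control probes. As a hypothesis, nonspecific signal near the negative controls may account for this. Among the 6932 probes above the negative controls on all 8 arrays, the gap in median correlation was 0.0797, against 0.103 over all probes. A gap of 50% or less had been set as the value that this explanation needs, and a gap as large as over all probes as the value that argues against it, so that the test leaves it open. No biological explanation was tested for this array.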
